A study of Mus musculus with 2 samples. Its data were reported in "A Comparative Analysis of Reactive Müller Glia Gene Expression After Light Damage and microRNA-Depleted Müller Glia—Focus on microRNAs" (2021).

How the data were processed

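Müller glia were sorted by fluorescence-activated cell sorting from adult retinas of reporter mice in which an inducible Cre recombinase under the Rlbp1 promoter labels these cells with tdTomato. For light damage mice, the study crossed this line to albino Swiss Webster mice, which carry an Rpe65 variant that modifies susceptibility to light damage. It also used a Hes5-GFP reporter line, crossed to the same strain. Its text does not state whether the mice of the control array came from these crosses. A difference in background between the arrays therefore cannot be told apart from light damage. RNA of 12 undamaged retinas and of 10 light damaged retinas was pooled per condition, labelled after whole-transcript amplification, and hybridised to 1 Affymetrix Mouse Gene ST array per condition. The labelling protocol mentions Cy3 beside biotin, and biotin was assumed because this platform uses it. The authors normalized the values with Affymetrix Power Tools and analysed them with the TM4 Multi-Experiment Viewer. The versions, the background correction and the summary method are not given in the sources used here. The deposited values are log2 expression levels per probe set at the level of exons, and they lie between 1.57 and 14.8. Quantiles of both columns differed slightly (medians 7.02 and 6.99), so they were not on a common distribution at this level.

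Of 241576 probe sets, 212097 (87.8%) were paired with 1 gene by the platform annotation, 4475 with several genes and 25004 with none. Probe sets of several genes or none entered no gene value. Gene symbols of the annotation, some of them out of date, were updated to mouse RefSeq names of assembly GRCm38.p6 by synonym. A symbol was replaced only where 1 RefSeq gene alone listed it as a synonym and that gene's current name was not already present. Of 20416 symbols, 17621 were current, 2668 were updated and 127 were kept as given. Genomic positions of probe sets were not used here.

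The difference of a gene was the median over its probe sets of the light damage minus the control log2 value, and its level on an array was the median of its probe sets, so that the difference of both levels need not equal the gene's difference. Genes had a median of 8 probe sets, and 2292 had 1. The SD over the probe sets of a gene is technical, since all lie on the same 2 arrays. Genes were counted at a difference of 1 or more in either direction among those with a mean level of 5 or more. With 1 array per condition no test between conditions was made.

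Before the data were examined, 41 gene lists with 647 genes were fixed, covering reactive glia and injury responses, Müller glia functions, markers of other cell types that a sorted fraction can hold, control genes and genes that the study named. For 576 of these genes a value was found. Lists of 3 or more genes at a mean level of 5 or more (39 lists) were placed by their median difference among 10000 random gene lists of the same size, drawn from the same 20 bins of mean level. A percentile of 97.5 or more, or of 2.5 or less, was called outside the central 95%, as a description of these arrays. A list of microRNA precursors matched none of the gene names and was not analysed here. The remaining listed genes were not analysed here.

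The genes named in the text followed a rule also fixed beforehand. It took the 15 genes with the largest positive and the 10 with the largest negative difference at a mean level of 5 or more and with at least 75% of probe sets on the gene's side, then up to 4 members of each list with the largest difference in either direction, and every gene of the study's lists. Gene models without a conventional symbol counted but were not named.

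Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9. The steps were tested on simulated data made from the real probe sets of this comparison (16535 genes), with differences shuffled between genes. Shifts were given only to genes with 3 or more probe sets and with a higher minimum level than the counts used. The recovered shares therefore do not cover genes with fewer probe sets or lower levels. Of 50 genes shifted by 1.5, 92.0% were recovered at the threshold of 1, and of 50 shifted by −1.5, 94.0%. For shifts of 2 and −2 the shares were 98.0% and 100%. Among genes that were not shifted, 3.42% passed the threshold, or 1.32% of those with 3 or more probe sets. Of 300 random lists of 18 genes, 3.0% fell outside the central 95%.

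The alternatives fixed beforehand were quantile normalization, median centring or removal of a loess trend with level (span 0.3), an offset of 32 added before the log2, the mean of a gene's probe sets or its highest-level probe set, no minimum level or a mean level of 7, a minimum level of 5 on the light damage array, a threshold of 2, and random lists without matching. Chosen after seeing the data were the restriction to genes with 3 or more probe sets, the removal of the trend with neighbouring genes, the matching of random lists also on neighbouring genes, and the offset for single genes. Neighbours were protein-coding genes of GRCm38.p6 that start within 500 kb of a gene's start, and they were counted for 15480 genes at a mean level of 5 or more.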

Results

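Müller glia, the principal glial cells of the retina, were purified by fluorescence-activated cell sorting from adult mouse retinas, and their gene expression was measured on Affymetrix Mouse Gene ST arrays. The control array carried RNA pooled from 12 undamaged retinas. The light damage array carried RNA pooled from 10 retinas of mice exposed to bright white light of 10000 lux for 8 hours, a treatment that kills photoreceptors, and taken a week later. There was 1 array per condition and no replicate, so the number of arrays limits the precision, no difference has a replicate check and no p-value is given. Each array gave log2 levels for 241576 probe sets. The median level was 7.02 on the control array and 6.99 on the light damage array, and 80.6% and 80.1% of the probe sets stood at 5 or more. Over all 20416 genes with a value, the levels of the 2 arrays correlated with a Pearson r of 0.951, a value across genes, which are not independent replicates.

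The comparison of both arrays addressed which genes Müller glia express at other levels after light damage. Genes of reactive glia, immediate early transcription factors, interferon-stimulated genes, major histocompatibility complex (MHC) class I genes and complement genes stood at higher levels on the light damage array, whereas rod and cone photoreceptor genes stood lower. Serpina3n, a secreted protease inhibitor made by reactive astrocytes, had the largest positive difference of the genes tested, 4.20 ± 1.03 on the log2 scale (light damage minus control, SD over its 4 probe sets), or 18.4-fold. Gfap, the intermediate filament that marks gliosis, was higher by 3.05 ± 1.08 over 12 probe sets, with a median level of 5.68 on the control array and 7.91 on the light damage array. Pdc, which encodes the rod protein phosducin, was lower, at −1.91 ± 0.29 over 4 probe sets, with a level of 12.3 in the control and 10.5 after light damage. Each difference is the median over a gene's probe sets, and each SD is the technical spread of probe sets on the same arrays.

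Of 16536 genes with a mean level of 5 or more, 288 were higher by at least 1 on the log2 scale on the light damage array, 573 were lower by at least 1 and 15675, or 94.8%, lay within 1. At least 75% of a gene's probe sets had its sign for 275 of the higher and 554 of the lower genes. Genes with 1 probe set meet this by construction, and a median past 1 favours it in the others, so it is no separate check. Read from its highest-level probe set alone, a gene differed by 1 or more in 1106 higher and 1340 lower cases, and with an offset of 32 added before the log2 the counts were 156 and 309. A difference of 2 or more was seen for 27 higher and 9 lower genes. The split depended on the scaling of the arrays: 33.4% of the differing genes were higher in the values as deposited, against 45.6% (358 higher and 427 lower) after quantile normalization and 45% (355 higher and 434 lower) after removal of an intensity-dependent trend. When the differences of probe sets at like levels were shuffled among genes 100 times, a median of 244 genes were higher by 1 or more and a median of 341.5 were lower, so part of each count is what scatter of single probe sets gives. With 3 or more probe sets per gene, 239 genes were higher and 503 lower, against medians of 70 and 123 after shuffling. The difference also followed the position of genes in the genome, with a median of −0.14 for genes with 0 to 5 protein-coding neighbours within 500 kb on either side and 0.12 for genes with 38 to 72.

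**Figure D1:**
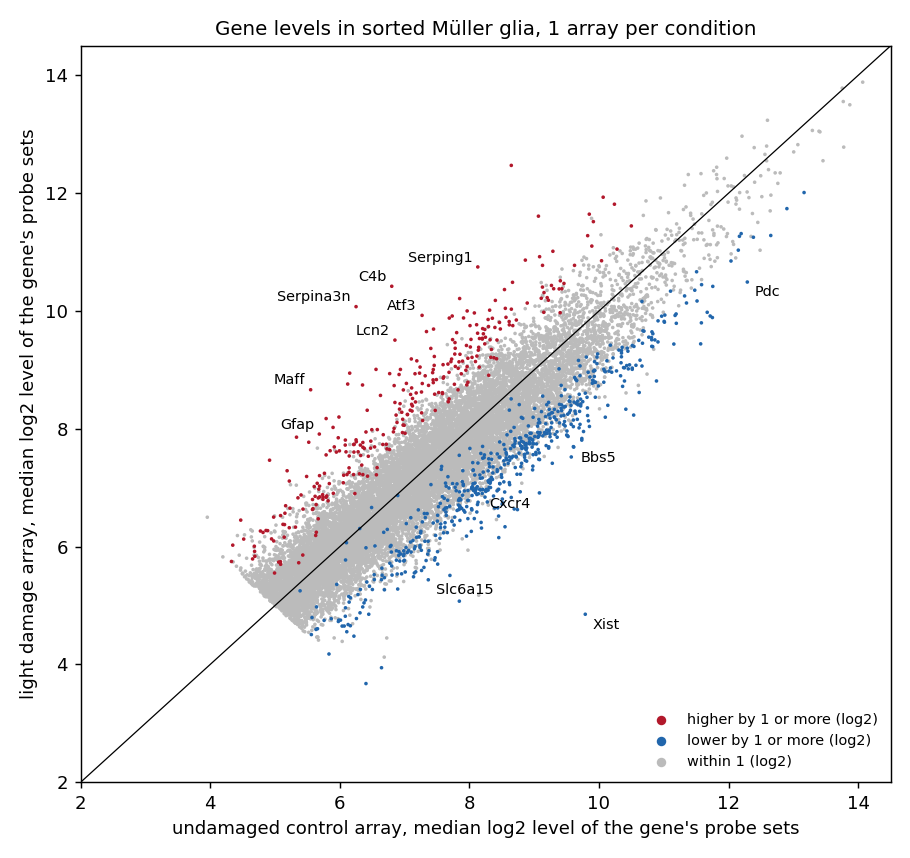
Median log2 level of each gene's probe sets on the undamaged control array (horizontal axis) and the light damage array (vertical axis), 1 point per gene for 16536 genes at a mean level of 5 or more, with the line of equal levels. Red points are the 288 genes higher by 1 or more and blue points the 573 genes lower by 1 or more, with Serpina3n far above the line and Xist far below it.

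Besides Serpina3n and Gfap, the genes with the largest positive differences included secreted proteins of the acute inflammatory response. C4b, a complement component, was higher by 3.16 ± 0.90 (18 of 18 probe sets above 0), although C4a is a near-identical copy and probe sets of the pair can share signal. The broad protease inhibitor A2m was higher by 3.0 ± 1.29 (33 of 34 probe sets), the iron-binding lipocalin Lcn2 by 2.86 ± 0.96 (6 of 6) and Serping1, the inhibitor of complement C1, by 2.32 ± 0.82 (8 of 8). The chemokine Cxcl10 differed by 2.46 ± 1.62 over 4 probe sets and the surface protein Ly6a by 2.44 ± 0.90 over 3. The control level of Ly6a was 4.47, where signal over background limits a difference, and the offset of 32 moved it toward 0 by more than its SD. The mitochondrial gene ND6 was read by 1 probe set, at 2.55, and the class I gene H2-gs10, which belongs to a family of close copies, differed by 2.28 ± 1.66.

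On the other side, Xist, the RNA that silences an X chromosome in female cells, had the largest negative difference, −4.94, from a level of 9.79 in the control to 4.85 after light damage, and it was read by 1 probe set. Its level after light damage lies below 5, where signal over background limits the size of a difference, and the offset of 32 moved Xist toward 0. The sodium-dependent amino acid transporter Slc6a15 differed by −2.06 ± 1.25 (14 of 14 probe sets below 0), the leucine-rich repeat gene Lrit2 by −1.97 ± 1.20, the prefoldin subunit Vbp1 by −1.93 ± 1.18, the Bardet-Biedl syndrome gene Bbs5 by −1.89 ± 0.58 (12 of 12), Atad1 by −1.86 ± 0.95 and the chemokine receptor Cxcr4 by −1.86 ± 0.38. Actbl2, at −2.13 ± 1.21, resembles other actin genes, and the histone gene H2ab3, at −2.17, was read by 1 probe set.

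**Figure D2:**
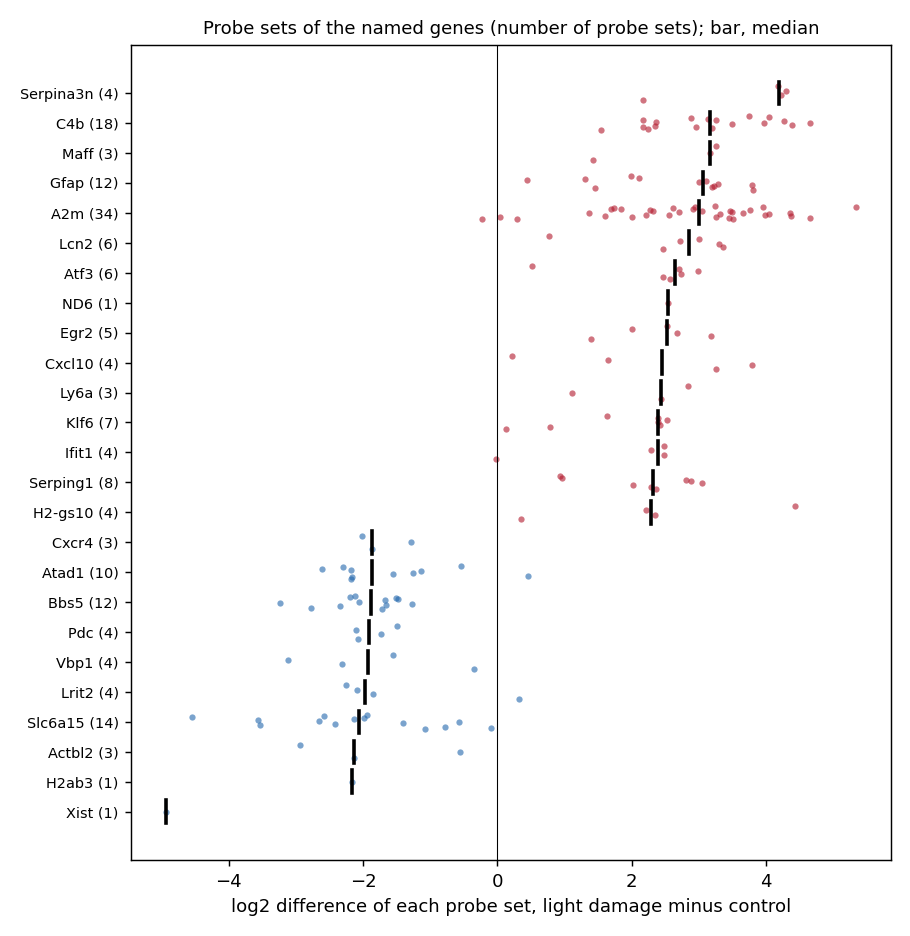
Log2 difference (light damage minus control, horizontal axis) of each probe set of the 15 genes with the largest positive and the 10 with the largest negative difference that passed the naming rule, with the number of probe sets in brackets and the gene's median as a bar. All 18 probe sets of C4b and all 12 of Gfap lie above 0, and all 14 of Slc6a15 and all 12 of Bbs5 lie below 0.

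Genes that reactive astrocytes share across injuries were mostly higher. Of 12 such genes, 8 were higher by 1 or more, none was lower and 4 lay within 1, and their median difference of 1.22 (SD over genes 1.32) exceeded those of all 10000 random gene lists of the same size and expression level. The study named 7 of these genes, and Serpina3n, Gfap, Lcn2, Cxcl10 and Timp1 are among those it ranked highest on the same arrays, so for these the list is no independent evidence. Of 10 genes assigned to neurotoxic (A1-type) astrocytes, 4 were higher by 1 or more and none was lower, with a median of 0.62 above all random lists, and the 4 were Serping1, H2-D1 (1.6 ± 0.72), H2-T23 (1.54 ± 1.20) and the guanylate-binding protein Gbp2 (1.52 ± 0.67). All 4 also stand on the complement, MHC class I or interferon lists below, so these lists are not separate evidence. Among 10 genes of A2-type astrocytes, 2 were higher by 1 or more, S100a10 (1.41 ± 0.56) and the prostaglandin synthase Ptgs2 (1.26 ± 1.08, but −0.10 in its highest-level probe set), and the list median of 0.20 lay inside the central 95% of random lists, at percentile 90.7, or at 99.2 when genes below 5 entered too.

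Immediate early and AP-1 transcription factor genes, which cells switch on within minutes of stimulation or stress, stood higher as a group. All 30 were above 0, 16 of them by 1 or more, and the median of 1.28 (SD over genes 0.72) exceeded those of all 10000 random lists. The study dissociated the retinas with an enzyme before sorting. With 1 array per condition, a difference in this handling cannot be told apart from light damage. The largest differences of the list belonged to Maff (3.16 ± 1.03 over 3 probe sets), Atf3 (2.64 ± 0.91 over 6), the zinc finger gene Egr2 (2.53 ± 0.68 over 5) and Klf6 (2.39 ± 0.96 over 7). With the offset of 32 before the log2, Maff moved toward 0 by more than its SD. Maff, Atf3 and Egr2 are also among 4 genes that the study picked from these arrays and from Müller glia without the microRNA-processing enzyme Dicer. With the stress gene Gadd45b (2.10 ± 0.71), all 4 were higher by 1 or more, with a median of 2.59 above all random lists, which as a list chosen on these samples is not independent evidence of its direction.

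Interferon-stimulated genes included 15 of 29 that were higher by 1 or more and none lower, with a median of 1.03 (SD over genes 0.59) above all random lists. Examples were the antiviral gene Ifit1 (2.38 ± 1.22, in 3 of 4 probe sets), Oasl2 (1.93 ± 0.58, 9 of 9), Ifitm3 (1.83 ± 0.31, 2 of 2) and the transcription factor Irf7 (1.81 ± 0.66, 9 of 9). MHC class I and antigen presentation genes were all 14 above 0 and 5 of them higher by 1 or more, with a median of 0.88 (SD 0.50) above all random lists. H2-K1 differed by 2.01 ± 0.63 (13 of 13 probe sets), H2-Q7 by 1.85 ± 0.49 and B2m, the light chain of class I molecules, by 1.19 ± 0.38, although close copies among the H2 and Ifit genes can share signal. Of 11 complement components and regulators, 4 were higher by 1 or more and none was lower, with a median of 0.74 (SD 1.06), above all random lists. At a mean level of 7 or more the median was 1.85, also above all random lists. It rests on fewer genes, without C3 (mean level 6.91) but with both near-identical copies C4b and C4a. The 4 higher genes of the whole list were C4b, Serping1, C3 (1.45 ± 1.25, 39 of 39 probe sets) and C4a (1.38 ± 1.12).

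Most genes of 3 lists of inflammatory signalling lay within 1. In the IL-6 family and JAK/STAT3 list, 6 of 18 were higher by 1 or more and none was lower (median 0.67, above all random lists), led by the feedback inhibitor Socs3 (2.14 ± 1.18), Junb (1.85 ± 0.48), the oncostatin M receptor Osmr (1.33 ± 0.61, 19 of 19 probe sets) and the kinase Pim1 (1.19 ± 0.43). Socs3 and Junb also stand on the immediate early list and Osmr on that of shared reactive astrocyte genes, so these lists are not separate evidence. For NF-kB and TNF response genes, 7 of 22 were higher and 1 was lower (median 0.51, above all random lists). Cebpd differed by 2.0 in its only probe set, Nfkbiz by 1.67 ± 0.74 (18 of 18) and the TNF receptor Tnfrsf1a by 1.40 ± 0.72, while the mitochondrial superoxide dismutase Sod2 stood at −1.5 ± 0.94. Among 23 chemokines and cytokines, 3 were higher by 1 or more and 1 was lower (median 0.41, above all random lists), with Cxcl10, Ccl2 (1.18 ± 0.57) and Csf1 (1.07 ± 1.04) on one side and Osm (−1.19 ± 0.65, but 0.20 in its highest-level probe set) on the other. The study picked Cxcl10 and Ccl2 by their increase on these arrays, so for these genes the list is no independent evidence. In this list, Ccl2 and Osm moved toward 0 by more than their SD with the offset of 32 before the log2. This list and that of endothelial markers lay inside the central 95% of random lists when only genes at a mean level of 7 or more entered and also with the highest-level probe set of each gene, and that of p53 response genes did so at a mean level of 7 or more.

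Of 6 further lists of injury response genes, 3 lay above the central 95% of random lists. Extracellular matrix and migration genes had 7 of 34 higher by 1 or more and none lower (median 0.24, percentile 99.9), among them the metalloprotease inhibitor Timp1 (1.79 ± 1.32) and the calcium-binding genes S100a6 (1.46 ± 1.43) and S100a11 (1.13 ± 0.67). Of 16 p53 response and cell death genes, 1 was higher by 1 or more, Gadd45b, and the median was 0.52, at percentile 99.99. Among 18 growth and survival factors, 1 was higher by 1 or more, Fgf2 (1.18 ± 0.20), and the median was 0.30, at percentile 99.6, a position outside the central 95% that was lost when the probe sets of a gene were averaged. The study picked Timp1, Gadd45b and Fgf2 by their increase on these arrays, so for these genes the lists are no independent evidence. Metallothionein and oxidative stress genes (3 higher and 1 lower of 19, median 0.05), heat shock genes (1 higher of 14, median −0.03) and unfolded protein response genes (3 higher and 1 lower of 14, median 0.09) lay inside the central 95% of random lists. Within them Hmox1 (1.45 ± 1.37), Mt1 (1.22 ± 0.24), Dnajb1 (1.37 ± 1.00) and Ddit3 (1.11 ± 0.30) were higher, and the endoplasmic reticulum chaperone Hsp90b1 was lower (−1.20 ± 0.45, 19 of 19 probe sets).

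**Figure D3:**
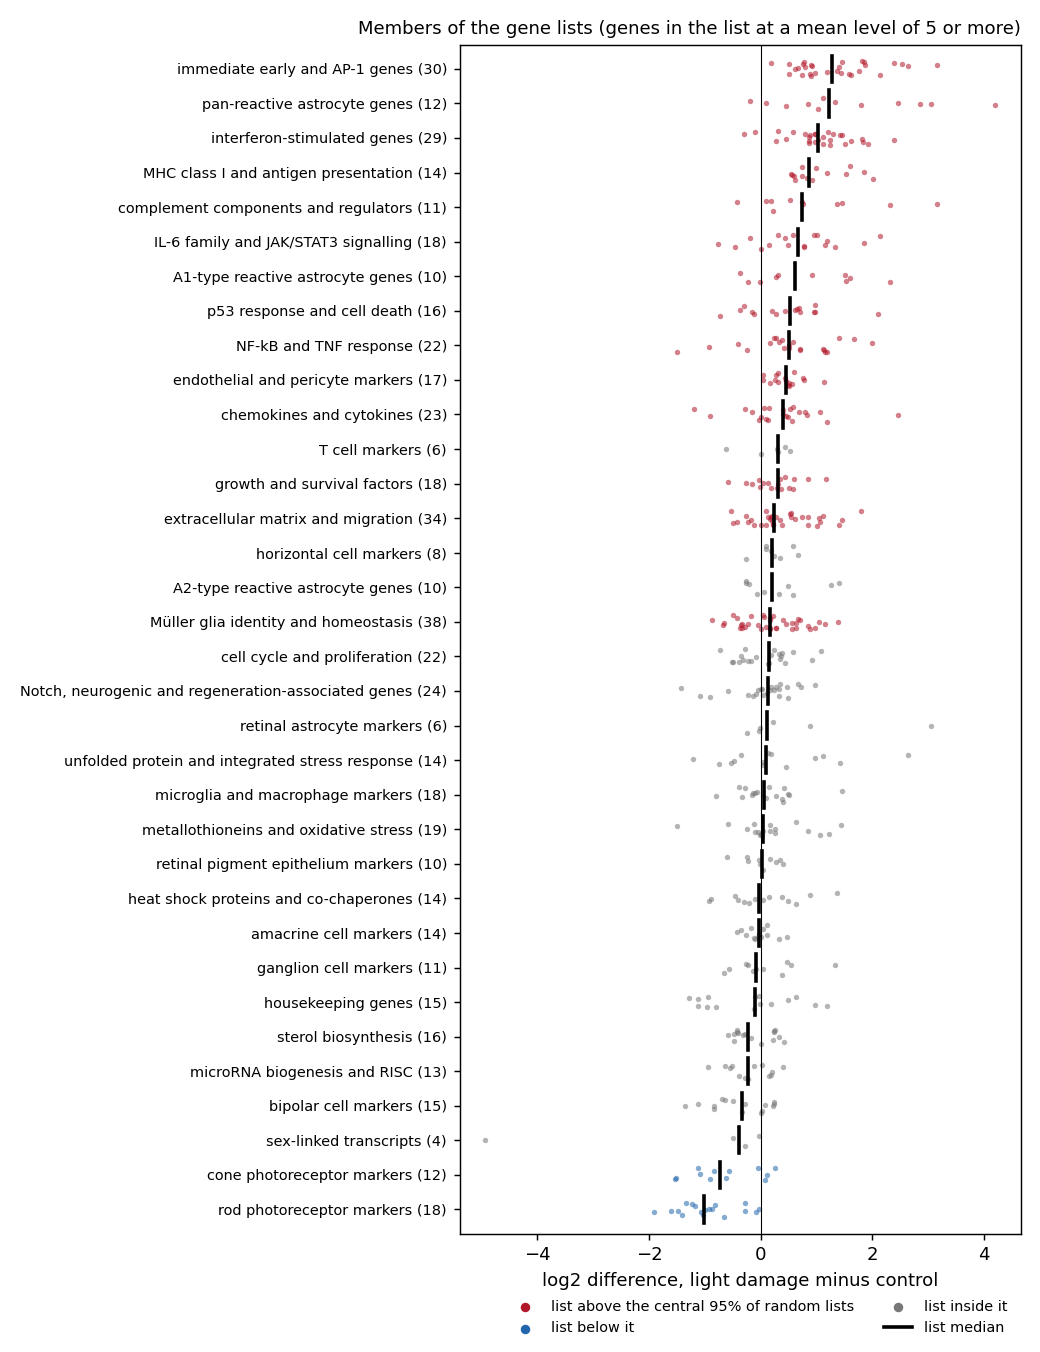
Log2 difference (light damage minus control, horizontal axis) of each member at a mean level of 5 or more of the gene lists that the study did not choose, with the number of genes in brackets and the list median as a bar. The 30 immediate early genes all lie above 0 with a median of 1.28 and the 18 rod photoreceptor genes all lie below 0 with a median of −1.02.

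Müller glia identity genes gave high signals on both arrays. The 38 genes had a median signal percentile among all genes of 96.6 on the control array and 98.8 on the light damage array, 3 were higher by 1 or more and none was lower. Their median difference was 0.17 (SD 0.55), at percentile 99.8 of random lists. It was 0.31 with the loess trend removed but −0.09 when each gene was read from its highest-level probe set, and the rod and cone lists stood lower on the same arrays. The prostaglandin D synthase Ptgds (1.39 ± 0.52), Crym (1.15 ± 0.30) and the transcription factor Nfix (1.05 ± 0.49) were the 3 higher genes. With the offset of 32 before the log2, Ptgds moved toward 0 by more than its SD. Of 8 glial genes that the study followed, Gfap was the 1 that differed by 1 or more. The remaining 7 ranged from Sox2 (−0.86 ± 0.47) and the retinaldehyde-binding protein Rlbp1 (−0.67 ± 0.46) to Sox9 (0.88 ± 0.86), with Glul, the glutamine synthetase gene, at −0.34 ± 1.06 and a list median of −0.34 at percentile 23.6.

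Among genes tied to proliferation and reprogramming of glia, few differed by 1 or more. Cell cycle genes had 1 of 22 higher by 1 or more, Ccnd3 (1.09 ± 0.94), and a median of 0.14 at percentile 91.6, or of 0.38 at percentile 99.3 with the highest-level probe set of each gene. Notch, neurogenic and regeneration-associated genes had none of 24 higher and 2 lower, the neurogenic factor Insm1 (−1.43 ± 0.74) and Sox11 (−1.08 ± 1.12), with a median of 0.14 at percentile 96.1, or 98.6 among random lists matched on neighbours too. None of 13 genes of microRNA biogenesis and the RNA-induced silencing complex differed by 1 or more, and their median of −0.23 lay at percentile 29.4. Dgcr8 stood at −0.95 ± 0.88, Dicer1 at −0.64 ± 0.67 (21 of 28 probe sets below 0) and Tnrc6a at −0.12 ± 0.59. Sterol biosynthesis genes had none of 16 differing by 1 or more, with a median of −0.22 at percentile 22.9.

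Photoreceptor genes gave high signals on both arrays and were lower after light damage. All 18 rod genes were below 0, 9 of them by 1 or more, and the median of −1.02 (SD over genes 0.53) was lower than those of all 10000 random lists. Their median level was 12.0 on the control array and 10.9 on the light damage array, at percentiles 99.7 and 99.1 of the signals of all genes, although signals of different probe sets do not measure the relative amounts of their RNAs. Besides Pdc, the axonemal gene Rp1 (−1.61 ± 1.03), the channel gene Cnga1 (−1.47 ± 0.65, 12 of 12 probe sets) and the exchanger gene Slc24a1 (−1.41 ± 0.51, 10 of 10) differed most. Of 12 cone genes 4 were lower by 1 or more and none was higher, with a median of −0.73 at percentile 0.06, and these were the opsin gene Opn1sw (−1.54 ± 0.64), Gnat2 (−1.51 ± 0.60), Pde6c (−1.12 ± 0.38) and Cngb3 (−1.08 ± 1.01).

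Markers of other retinal cells showed smaller differences. Their lists had median control levels from 5.7 (endothelial and pericyte) to 7.9 (bipolar), against 12.0 for rod genes. Background can shrink a difference at such levels, so a small median does not show that these cells were unchanged. Bipolar cell genes had 2 of 15 lower by 1 or more, Scgn (−1.36 ± 0.49) and Cabp5 (−1.13 ± 0.46), and a median of −0.34 at percentile 3.6. Amacrine (14 genes, median −0.04, none differing by 1), ganglion (11 genes, median −0.09, Thy1 higher by 1.32 ± 0.60), horizontal (8 genes, median 0.21), retinal pigment epithelium (10 genes, median 0.02) and T cell markers (6 genes, median 0.31, none differing by 1, but at percentile 99.3 with the highest-level probe set) lay inside the central 95% of random lists. So did microglia and macrophage markers, of which Cd68 (1.45 ± 1.02) was the 1 of 18 higher by 1 or more (median 0.06), and retinal astrocyte markers, of which Gfap was the 1 of 6 (median 0.11). Endothelial and pericyte markers had a median of 0.45 at percentile 99.99, with all 17 above 0 and 1 higher by 1 or more, Rgs5 (1.13 ± 0.70), although the list lay inside the central 95% with the highest-level probe set of each gene. Red blood cell markers had 2 genes at 5 or more and were not placed among random lists, with Alas2 at 0.25 and Slc4a1 at 0.09.

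The study's other gene lists were chosen on these samples or from earlier reports. Of its 10 genes ranked highest, 9 were higher by 1 or more here, 8 of them at a mean level of 5 or more, and the median over the 9 genes at that level was 2.10, above all random lists, which is not independent evidence. The exception was Ednrb, the endothelin B receptor, at 0.37 ± 0.84 with 7 of 11 probe sets above 0. Ifi203, at 1.05 ± 0.91, had a mean level of 3.47, near the lower end of the array's range, and a difference of −0.83 in its highest-level probe set. Myc differed by 1.41 ± 0.67 and Anxa2 by 1.01 ± 1.03. Among 10 light damage genes from earlier reports 5 were higher by 1 or more, namely Lcn2, Mt1, Ccl2, Fgf2 and Mt2 (1.06 ± 0.82), and all 10 were above 0, with a median of 0.97. Lcn2 was added to this list here, and it is among the genes that the study ranked highest. The study picked the others by their increase on these arrays, so the direction of these genes is not independent evidence either. Of 9 genes that the study named as unchanged or not increased, 8 had a mean level of 5 or more and none of these differed by 1 or more, which restates how they were picked.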

Values the study reported

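The study took 12 retinas for the control array and 10 for the light damage array, and gave RNA integrity numbers from 8 to 10 with a mean of 8.98. It reported that about 90% of photoreceptors in the central retina were lost 7 days after light damage. Its 10 most upregulated genes had at least a 3.9-fold increase, and from a list of genes known from earlier reports it found 10 with an at least 3.9-fold increase. For Atf3, Egr2, Maff and Gadd45b, the study gave an increase after light damage of at least 2.7-fold in 1 passage and of at least 2.8-fold in another. It found no difference in Dicer1 or Tnrc6a between light damaged and control Müller glia.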

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

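The tests of Xist, of the other neuronal markers, of the common dilution and of genes that were not lower were chosen only after the result was seen, and the trend with neighbouring genes was itself noticed in the data.

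Some probe sets outside the gene values also stood higher on the light damage array. Among probe sets with no gene named, the highest difference was 5.18, from 2.5 on the control array to 7.67 on the light damage array. In all, 173 probe sets with no gene named were higher by 2 or more on the light damage array, and 146 were lower by 2 or more. Of probe sets paired with several genes, 47 were higher by 2 or more and 27 were lower.

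Rod photoreceptor genes had a median difference of −1.02, and several explanations were weighed. The trend with neighbouring genes does not account for it, since the rod list stayed at percentile 0.0 among random lists matched on level and neighbours. Less carry-over of all neurons alike was examined with 17 bipolar, amacrine and ganglion cell markers at a mean level of 7 or more. Their median was −0.17 (SD 0.61), above the rod median by more than that SD. However, the bipolar list had a median control level of 7.9, against 12.0 for rod genes, and background can shrink a loss at lower levels. This comparison therefore cannot decide. A uniform dilution of rod RNA cannot be told apart from unequal loss among rod genes, since the SD over 18 rod genes (0.53) was 2.18 times the 0.24 that the spread of their probe sets allows, between the limits of 1.5 and 3 set for either answer. Death of photoreceptors in the damaged retinas, with less of their RNA reaching the sorted fraction, and a lower output of the surviving rods stay open as hypotheses, and 1 array per condition cannot separate them.

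Xist had the largest negative difference, −4.94, in 1 probe set. Scatter of a probe set is argued against, since 24 of 212097 probe sets differed at least as much in either direction and Xist stood on a list fixed before the data were examined, but a defect of that probe set on this array stays open. A pool with fewer female retinas is a candidate explanation. The 4 genes that escape X inactivation had a median of −0.96, at percentile 0.78 of random genes at like levels and neighbourhoods, while 3 Y-linked genes, with a median of −0.28, lay at percentile 41.7 of such random genes. They were thus neither lower than expected nor higher, as more male RNA would make them, so this explanation cannot be told apart from other causes. The sex of the mice is not given in the labels.

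The difference of a gene also followed the number of its protein-coding neighbours, with a Spearman rho of 0.225 over 15480 genes, a value across genes. A trend with expression level does not account for it, since the median rho within 20 level bins was 0.224. Among genes below a mean level of 5 rho was 0.054, under the bound set beforehand against an effect of hybridisation across the whole array, but that bound was wrong, since genes near the floor show no trend whatever its source and the lowest-level bin of the tested genes had a rho of 0.003 too. Among genes not lower by 0.5 or more rho was 0.147, and this cannot be told apart from the loss expected when genes are selected on their difference, so loss of photoreceptor RNA stays open. RNA quality, the GC content of probes and a change of the cells themselves also stay open. Probe sequences, which a test of GC content needs, were not used here, and the study gave RNA integrity numbers for its samples together but not for each array, so RNA quality was not tested.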

How the results depend on the processing

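The restriction to genes with 3 or more probe sets, the removal of the neighbour trend, the matching on neighbours and the offset for single genes were chosen after seeing the data. No paired analysis was possible because each condition had 1 array, and for the same reason no array could be left out. Signal over background limits genes near a level of 5, where an offset of 32 lowered the counts to 156 higher and 309 lower. With the highest-level probe set of each gene, the counts were 1106 and 1340 (45.2% higher), and at a threshold of 2 they were 27 and 9 (75% higher). Quantile normalization gave 45.6% higher and the loess trend removed 45%, against 33.4%. Under the remaining alternatives the counts ranged from 193 to 339 higher and from 403 to 600 lower. The Müller glia identity median was 0.31 with loess and turned to −0.088 (percentile 61.7) with the highest-level probe set. The pan-reactive astrocyte median was 1.45 with the mean of probe sets and 1.04 with the highest-level one. The immediate early median was 0.95 with the highest-level probe set and 1.44 at a mean level of 7 or more, the interferon median 0.91 with the highest-level probe set, the complement median 1.85 at 7 or more, and the rod median −0.83 with quantile normalization and −0.82 with loess. All these lists but that of Müller glia identity, and those of MHC class I and cone genes, stayed on their side of the random lists under each alternative that was run for lists. The offset, the threshold of 2, the minimum on the light damage array, the restriction to 3 or more probe sets and the removal of the neighbour trend were not run for lists. Of 19 lists outside the central 95%, all 19 kept their side under quantile normalization, median centring, loess, random lists without matching, no minimum level and matching on neighbours, 18 with the mean of probe sets (growth factors lost), 16 with the highest-level probe set (Müller glia identity, chemokines and endothelial markers lost) and 16 at 7 or more (chemokines, p53 and endothelial markers lost). A2-type astrocyte genes came to lie outside with no minimum level, cell cycle genes and T cell markers with the highest-level probe set, and Notch and neurogenic genes with matching on neighbours. For the other lists, 223 of 266 medians kept their place inside or outside the central 95% and moved by less than the SD of random lists, and 43 did not, 20 of these lying nearer 0. Of 164 named genes, Ptgs2 (−0.10), Osm (0.20) and Ifi203 (−0.83) turned in sign with the highest-level probe set, and 36 more moved by more than their SD over probe sets (for genes with 1 probe set, the median SD of 0.66). The offset moved 7, each toward 0, namely Maff, Ly6a, Xist, Ptgds, Osm, Ccl2 and Nkg7. No named gene moved by more than that SD under the 3 scalings or the mean of probe sets. The offset lowers differences near the floor and the threshold of 2 admits fewer genes by construction, and for the other shifts the cause was not tested.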

Other observations

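The 14 families of related genes below were chosen after the data were seen, as were the members named, so their percentiles describe these arrays and test nothing. Members were picked by gene symbol, and genes of another kind with a like symbol, such as H13, H19, Eif2ak2 and Eif4ebp1, were then taken out.

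Genes of Bardet-Biedl syndrome and intraflagellar transport, which build and supply cilia such as the photoreceptor outer segment, were lower as a family, as were rod and cone genes. Of 22 genes at a mean level of 5 or more, 9 were lower by 1 or more and none was higher, and the median of −0.63 was lower than those of all 10000 random lists, or at percentile 0.01 when these were matched on neighbours too. Without Bbs5, which was among the genes with the largest negative differences, the other 21 genes had a median of −0.61 at percentile 0.01. Besides Bbs5, Bbs7 (−1.25, 19 of 19 probe sets below 0), Bbs9 (−1.23, 22 of 22) and Bbs4 (−1.13, 16 of 16) were lower. Eukaryotic initiation factors (44 genes, median −0.35, percentile 1.15), nucleoporins (20 genes, −0.38, percentile 1.24) and DEAD-box helicases (33 genes, −0.30, percentile 2.2) had medians below 0, with few members past 1. Of the initiation factors 6 were lower by 1 or more and none was higher, of the nucleoporins none was lower and 1 was higher, Nup62, in 1 of its 2 probe sets, and of the DEAD-box helicases 3 were lower and 2 higher, Ddx58 and Ddx60. Centrosomal protein genes (32 genes, −0.30, percentile 0.4, 1 lower by 1 or more) had a median of 0.02 with the highest-level probe set and of −0.18 with the offset, and that of the DEAD-box helicases was −0.57 with the highest-level probe set. The direction of these 5 families held under quantile normalization, median centring and loess.

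Families on the higher side included cytosolic ribosomal proteins, of which 7 of 63 were higher by 1 or more and 3 lower (median 0.19, percentile 99.98), with Rpl35 at 2.25 and Rpl30 at −1.30. Replication-dependent core histones (23 genes, median 0.40, percentile 99.99), Krüppel-like factors (17 genes, 0.37, percentile 99.87), semaphorins (17 genes, 0.34, percentile 99.85) and dual specificity phosphatases (23 genes, 0.25, percentile 99.4) also had medians above 0. None of the histones or semaphorins was higher by 1 or more, and 1 histone was lower, H3c14 at −1.11 in 3 of 3 probe sets. Of the Krüppel-like factors and the phosphatases, 3 each were higher by 1 or more, among them Klf4 at 1.62 and Dusp5 at 1.39. Close copies among ribosomal protein and histone genes can share signal, and Klf2, Klf4 and Klf6 also stand on the immediate early list. The direction of these 5 medians held under the same 3 scalings, but their size did not hold under every choice. Semaphorins stood at 0.10 with the highest-level probe set, and the phosphatases at 0.11 with the mean of probe sets and with the offset. The ribosomal proteins stood at 0.31 with loess and at 0.52 with the highest-level probe set. Olfactory receptors (216 genes) had a median of 0.04 at percentile 49.9, and crystallins and mitochondrial ribosomal proteins also lay inside the central 95% of random lists, while genes with symbols of proteasome subunits (38 genes, median −0.30, 3 lower by 1 or more) lay inside it at percentile 4.5 but outside it at 1.53 with matching on neighbours too, and inside it at 2.72 with that matching when the assembly chaperones Psmd5, Psmd9 and Psmd10 were left out. Of these 38 genes, 31 were below 0 and 7 above, among the latter Psmb10 (0.99), Psmb8 (0.92) and Psmb9 (0.59). Psmb8 also stands on the MHC class I list.

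Of 15 housekeeping genes, which are often taken as reference genes, 1 was higher by 1 or more, B2m, and 3 were lower, Hprt (−1.28 ± 0.95), Tfrc (−1.13 ± 0.90) and Tbp (−1.12 ± 0.79). The directions of these 4 genes held under each scaling, and the list median of −0.10 lay at percentile 66.3. Of 4 sex-linked transcripts, Xist was the 1 that differed by 1 or more, with a list median of −0.39 at percentile 13.9. The list of endothelial and pericyte markers holds 1 gene that the study named, Cspg4, and the retinal astrocyte list holds 1, Gfap, while the rod, cone, bipolar, amacrine, ganglion and microglia lists hold none. Ago2, found here under its older symbol Eif2c2, stood at 0.16.

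The sources used here do not settle whether the study's folds are linear or differences of log2 values, nor whether they refer to single probe sets or to whole genes, so both scales are given. Of the 10 genes the study ranked highest, 5 reached its minimum here as a linear fold of the gene and 1, Serpina3n, as a log2 difference, with Myc (2.65-fold), Timp1 (3.46-fold), Ifi203 (2.08-fold), Anxa2 (2.01-fold) and Ednrb (1.29-fold) not reaching it by whole gene on either scale. The folds of Timp1 and Ednrb are lower than the value quoted from the study above. Those of Myc, Ifi203 and Anxa2 start from control levels below 5, where signal over background limits a fold, so their order to it is left open. The highest probe sets of Myc (2.55 on the log2 scale), Timp1 (2.78) and Anxa2 (2.16) pass it as linear folds, and those of Ifi203 and Ednrb do not. Among the 10 genes from earlier reports, 1, Lcn2 at 7.24-fold, reached the minimum as a linear fold of the gene and none as a log2 difference, although the highest probe sets of, for example, Cd44 (2.67 on the log2 scale), Mt2 (2.19) and Vcan (2.10) pass it as linear folds. By whole genes, all but Lcn2, Ccl2 and Vcan are lower than the value quoted from the study above on either scale, and the order of Ccl2 and Vcan to it is left open, since their control levels lie below 5. Lcn2 does not stand in the sentence of the study that names these genes and was added to the list here because a later sentence names it beside some of them. For Atf3, Egr2, Maff and Gadd45b the smallest value was that of Gadd45b, 4.27-fold or 2.10 on the log2 scale. It lies above both values quoted from the study as a linear fold of the gene and below both as a log2 difference of the gene. By single probe sets on the log2 scale, the highest of Atf3 (2.98), Egr2 (3.18) and Maff (3.25) lie above both values. That of Gadd45b (2.77) lies between them.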
